# Systematic Spatial Bias in DNA Microarray Hybridization Is Caused by Probe Spot Position-Dependent Variability in Lateral Diffusion

**DOI:** 10.1371/journal.pone.0023727

**Published:** 2011-08-17

**Authors:** Doris Steger, David Berry, Susanne Haider, Matthias Horn, Michael Wagner, Roman Stocker, Alexander Loy

## Abstract

**Background:**

The hybridization of nucleic acid targets with surface-immobilized probes is a widely used assay for the parallel detection of multiple targets in medical and biological research. Despite its widespread application, DNA microarray technology still suffers from several biases and lack of reproducibility, stemming in part from an incomplete understanding of the processes governing surface hybridization. In particular, non-random spatial variations within individual microarray hybridizations are often observed, but the mechanisms underpinning this positional bias remain incompletely explained.

**Methodology/Principal Findings:**

This study identifies and rationalizes a systematic spatial bias in the intensity of surface hybridization, characterized by markedly increased signal intensity of spots located at the boundaries of the spotted areas of the microarray slide. Combining observations from a simplified single-probe block array format with predictions from a mathematical model, the mechanism responsible for this bias is found to be a position-dependent variation in lateral diffusion of target molecules. Numerical simulations reveal a strong influence of microarray well geometry on the spatial bias.

**Conclusions:**

Reciprocal adjustment of the size of the microarray hybridization chamber to the area of surface-bound probes is a simple and effective measure to minimize or eliminate the diffusion-based bias, resulting in increased uniformity and accuracy of quantitative DNA microarray hybridization.

## Introduction

DNA microarrays, developed in the mid 1990s [1], are a widely used molecular tool for diverse biological applications such as gene expression profiling [2], [3], [4], clinical and environmental diagnostics [5], [6], genotyping [7], [8], and microbial community analyses [9], [10], [11]. Consisting of either oligonucleotide or cDNA probes immobilized on a solid surface, DNA microarrays offer a high-throughput format for the identification and quantification of thousands of different nucleic acid targets in parallel. Because microarrays are based on solution-solid-phase hybridization, their underlying hybridization dynamics are more complex than for solution-solution hybridization [12], [13]. This complexity has led to issues of data robustness and reproducibility across platforms [14], [15]. In addition to the potential for steric hindrance due to surface immobilization of probes [16], both thermodynamic and kinetic mechanisms can drive microarray hybridization dynamics in difficult to predict ways [16], [17]. Especially during static hybridization on microarray platforms without active movement of the target molecules in the hybridization solution (e.g. by shaking or pumping), mass transfer limitations and variable hybridization reaction kinetics among the different probe-target pairs impede uniform probe-target hybridization.

Generally, at the single spot scale it is thought that after an initial period where hybridization kinetics are reaction-limited, probe depletion near the spot renders the process diffusion-limited [18], although the relative importance of diffusion and reaction rates appears to also be dependent upon a number of other factors, such as the length and base composition of probes [19], [20] and the ionic strength of the hybridization buffer [21]. Hybridization efficiency even varies within a single probe spot, leading to spot-size-dependent biases [22]. Whereas these single spot biases have been relatively well-studied [22], little is known about bias at larger scales. Spatial heterogeneity can be caused by a number of factors, including uneven hybridization/washing and scanner biases (reviewed in [23], [24]). A systematic position-dependent bias is known to sometimes occur due to reproducible print tip bias, which has led to the development of print-tip normalization methods [25], [26]. Meta-analysis indicates, however, that spatial biases not related to printing processes are widespread in published microarray data [27] and in most of these cases the mechanism behind the biases remains unresolved.

In this study we identify a widespread spatial bias in microarray hybridization experiments that depends on probe spot position, and we characterize this bias experimentally using a simplified array design on standard 1”×3” glass slides. We demonstrate the underlying mechanism through a simple physical model, which reproduces the spatial bias and captures the salient features of the experimental observations. Finally, we explore the influence of hybridization conditions on the positional bias using numerical simulations. This analysis sheds light on the importance of array design and hybridization chamber geometry and suggests design modifications to minimize the spatial bias.

## Materials and Methods

### Design and fabrication of the simplified microarray

A published 16S rRNA-targeted oligonucleotide probe, DVHO831 (S-*-Dvho-0831-a-A-18, 5′-GAA CCC AAC GGC CCG ACA-3′) [28], synthesized by MWG Biotech (Ebersberg, Germany), was used for microarray spotting. The 5′ end of the oligonucleotide was tailed with 12 dTTPs (T-spacer) and the terminal dTTP was aminated to enable covalent coupling of the oligonucleotide to aldehyde group-coated glass slides (VSS-25, CEL Associates). The probe concentration was adjusted to 50 µM in 50% dimethyl sulfoxide. To exclude printing tip-related biases, microarrays were printed with a single split pin (MicroSpot 2500, Zinsser Analytic GmbH) using a BioRobotics MicroGrid spotter (Genomics Solutions) at 20°C and greater than 50% humidity. Square arrays of identical spots (approximate diameter 150 µm) were produced (30×30 spots) (Fig. 1). For testing the effect of elimination of unspotted surface area, an expanded version of the simplified array was designed such that the array covered the slide surface area for the entire hybridization chamber, which yielded a hybridized area of 5,040 spots (72×70 spots). Spotted microarrays were incubated overnight at room temperature in a wet chamber and processed with sodium borohydride, as described previously [29].

**Figure 1:**
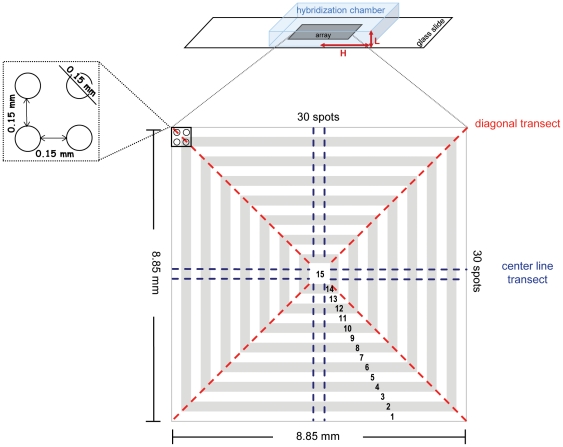
Schematic layout of the simplified, single-probe microarray. Hybridization chambers have a square footprint with all sides having a half-length *L* = 10.8 mm (21.6×21.6 mm^2^ total surface area) and a height *H* = 0.25 mm. Spot positions (1 to 15) are indicated by the alternating white and grey shading. Spots within each spot position are treated as replicate spots, with decreasing numbers of replicates (n) from spot position 1 (n = 116) to spot position 15 (n = 4). Definitions of diagonal transects (n = 4) and center-line transects (n = 8) are shown as dotted lines.

### Target preparation and labeling of the simplified microarray

The target gene was prepared and labeled fluorescently as described previously [29], [30]. Briefly, a 1.5 kB-fragment of the 16S rRNA gene of *Desulfovibrio halophilus* (DSM 5663) was amplified using the PCR primer set 616V-630R [28], [31]. The 616V primer contained a T3 promoter site tag (5′-AAT TAA CCC TCA CTA AAG GG-3′) at the 5′ end to allow T3 RNA polymerase-based *in vitro* transcription labeling of PCR products. The PCR cycling program consisted of 95°C for 3 min followed by 30 cycles of 95°C for 30 s, 52°C for 30 s and 72°C for 1 min, and concluded with 72 °C for 3 min. The target was labeled via an *in vitro* transcription reaction and subsequently template DNA was digested [29]. RNA concentration and dye incorporation rates were measured spectrophotometrically, and labeled 16S rRNA was fragmented via incubation with 10 mM ZnCl_2_ at 60°C for 30 min and was then stored in the dark at −20°C.

### Hybridization of the simplified microarray

Labeled RNA was added to hybridization buffer (6X saline sodium citrate (SSC) buffer, 10% Denhardt's reagent, 0.1% sodium dodecyl sulfate (SDS), 15% formamide) and incubated at 65°C for 5–15 min. Microarrays were sealed with the HybriWell Hybridization Sealing System (HBW2222-FL, Grace BioLabs), which have a well depth of 0.25 mm. Static microarray hybridizations, i.e. without active mixing of the hybridization solution, were performed in a custom-made hybridization chamber [28] at 42°C for 18 h, except for experiments testing the effect of hybridization time. After hybridization, microarrays were washed by shaking at RT for 5 min sequentially in a 2X SSC, 0.1% SDS buffer and a 0.1X SSC buffer, followed by 20 s in ice-cold double-distilled water. Slides were dried by centrifugation (3 min, 300 g) and stored in the dark at RT until scanning on the same day. All microarray hybridization experiments were conducted in triplicate.

### Scanning and data analysis

Slides were scanned using a GenePix Personal 4100A Array Scanner (Axon Instruments, Molecular Devices Corp.) with a 3 line average and 10 µm resolution. Photomultiplier tube gain was adjusted to just below saturation intensity of the brightest signals and identical scanning settings were used for each experimental series. Scanned images were analyzed with GenePix Pro 6.0 software (Axon Instruments) and signal intensity surface plots of microarrays were generated using ImageJ with the Interactive 3D Surface Plot plug-in [32]. Signal intensities were analyzed according to the spot position (Fig. 1) and mean relative signal intensities for each spot position were compared directly or in some cases normalized to either the maximum or minimum mean signal intensity to facilitate comparison. Poor quality spots identified by visual inspection were removed from the analysis. Statistical testing was performed with the Student's t-test. For analysis of publicly available microarrays, slide images were extracted from the Stanford Microarray Database and surface plots were created as described above. Microarrays are identifiable via their Experimental ID [33], given in the Figure legends.

### *Protochlamydia amoebophila* microarray

A *P. amoebophila* whole genome array with oligonucleotide probes was produced in the same fashion as the simplified array and hybridized using fragmented labeled genomic DNA as a target [34]. The array features several blocks with a distance of 1050 µm between blocks. Each block is composed of 144 (12×12) spots, each with a diameter of approximately 150 µm and a distance of 300 µm between spot centers. Each spot consists of 5′-amino modified oligonucleotide probes with a length of 45 to 55 nucleotides plus an additional 20 dATP spacer, which were synthesized by Microsynth (Balgach, Switzerland). Microarray fabrication was performed as described above for the simplified array, except that a higher probe concentration was used (100 µM) and arrays were printed with 16 MicroSpot 2500 split pins (Zinsser Analytic GmbH). Fragmented genomic DNA was randomly primed and labeled with Cy3 or Cy5 fluorophores by using the DecaLabel DNA Labeling Kit (Fermentas Inc.) and unincorporated nucleotides were removed using the QIAquick Nucleotide Removal Kit (Qiagen). 1–2 µg of labeled DNA was vacuum-dried (Eppendorf concentrator 5301), re-suspended in 400 µl of hybridization buffer (35% formamide, 5x SSC, 0.1% SDS, 0.1% *n*-lauryl sarcosine, 0.1% blocking reagent, 50 µg ml^−1^ salmon sperm DNA), and denatured at 95°C for 10 min. Slides were pre-hybridized with blocking reagent (5x SSC, 0.1% SDS and 1% bovine serum albumin) for at least 2 hours at 42°C, and were then washed with double-distilled water and with isopropanol and finally dried by centrifugation. Slides were hybridized using sealed coverslips with a 0.25 mm well depth (HBW2260, HybriWell Sealing System; GRACE Bio Labs) under constant shaking at 400 rpm (ThermoTWISTER Comfort, QUANTIFOIL Instruments GmbH) for 16 h at 42°C. Slides were washed at 42°C with three serial washes of increasing stringency (2x SSC, 0.1% SDS/0.1x SSC, and 0.1% SDS/0.1x SSC), rinsed with double-distilled water, and air-dried. Images were recorded by scanning the slides with a GenePix Personal 4100A array scanner (Axon Instruments, Molecular Devices Corporation). Hybridization images were used directly for creation of signal intensity surface plots with the ImageJ software.

### Microarray data

The microarray data have been deposited in the NIH National Center for Biotechnology Information's Gene Expression Omnibus database (GEO, www.ncbi.nlm.nih.gov/geo/) under accession number GSE26275.

### Modeling

It has previously been demonstrated that for target-limited conditions and hybridization times up to 12–24 h the hybridization reaction timescale is markedly shorter than the diffusion timescale [35]. Consequently, reaction terms can be neglected in describing the spatiotemporal evolution of the target concentration and a Fickian diffusion model accurately captures the dominant dynamics of the full diffusion-reaction model [35]. This simplification is supported below by a rigorous scaling analysis, which we hope might be of interest also to future hybridization studies.

Thermodynamic models, such as those based on Langmuir adsorption theory, are a popular approach to modeling microarray hybridization [36], [37], [38], [39]. Equilibrium Langmuir-based models, however, cannot adequately describe the spatial bias observed in this study, because all spots in our simplified array consist of the same probe molecules with identical thermodynamic properties (e.g. hybridization free energy) and would therefore be predicted to have identical signal intensity by thermodynamic models. Extensions of the Langmuir model that take into account the effect of probe depletion [40] are also inadequate for this purpose because even in the case of global probe depletion, in which the behavior of each spot affects other spots, an assumption of perfect mixing is levied that disallows the possibility of location-dependent phenomena.

Extensions of Langmuir-based models to diffusion-reaction models are necessary to capture spatial variations because they incorporate transport processes [35], [41]. Gadgil and co-workers proposed and solved such a model [35]. In the bulk fluid, reaction is irrelevant and target dynamics are described by the diffusion equation [35]. Close to the spot surface, both diffusion and reaction could in principle be important. For target-limited conditions and hybridization times up to 12–24 h, Gadgil et al. [35] found that the hybridization reaction timescale is markedly shorter than the diffusion timescale. Diffusion is thus negligible near the spot, where dynamics are dominated by reaction. This justifies the use of a perfect absorption boundary condition (*C* = 0) at the spot surface. To show this explicitly, we present a formal scaling analysis that demonstrates the smallness of a dimensionless parameter, *P*, measuring the ratio of the hybridization timescale to the diffusion timescale.

The diffusion-reaction equation for the concentration of target, *C*, is
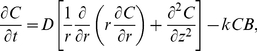
(1)where *D* is the diffusion coefficient of the target, *r* and *z* are the radial and vertical coordinates, *k* is the hybridization rate constant, and *B* is the concentration of probe. In equation (1), we have not included the dissociation of bound target strands because an assumption of irreversible hybridization kinetics is justified for perfectly complementary hybridization [6], as is the case in our experiments. It is useful to derive a dimensionless form of equation (1) by introducing dimensionless variables (denoted by a hat) as follows:
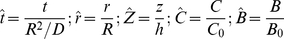
(2)

The characteristic scales used to make variables dimensionless are the spot radius *R*, the chamber height *h*, a reference probe concentration *B_0_*, an (arbitrary) reference target concentration *C_0_*, and the diffusion timescale *R^2^/D*. Equation (1) can be written in terms of the dimensionless variables as,
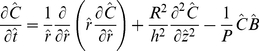
(3)where the dimensionless parameter 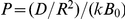 represents the ratio of the hybridization timescale 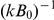 to the diffusion timescale 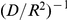. Incidentally, we note that the limiting timescale for diffusion is the one pertaining to diffusion in the radial direction, rather than in the vertical direction, since in our case (and in [6]) *R*<*h* (if instead one had *R*>*h*, one would have to redefine *P* as 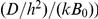.

The value of *P* determines whether it is justifiable to neglect either reaction or diffusion in the vicinity of the spot. For *P*≫1, reaction is too slow to matter and can be neglected, whereas for *P*≪1 reaction is much faster than diffusion, and the latter can be neglected. Most hybridizations fall in the latter category. Importantly, *P*≪1 in equation (3) yields the condition, 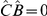, which corresponds to a boundary condition of perfect absorption at the spot surface (*C* = 0).

For example, for the case considered by Gadgil et al. [35] (*R* = 50 µm, 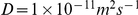, 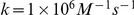., 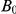, = 78 µM), we find a reaction timescale 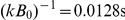 and a diffusion timescale, (*D*/,*R-2.*)-*−1*.* = 250 s*, thus obtaining *P* = 5×,10-*−5*.<*<1*. The smallness of this value supports the conclusion – obtained by Gadgil et al. [35] through full integration of equation (1) – that at the spot surface reaction dominates over diffusion and thus *C* = 0.

The same result applies to the system under consideration here. We performed a careful analysis of the parameters involved by resorting to the relevant literature (we note that our values are not the same as those of Gadgil et al. [6], though these differences have little effect on the end conclusion). The radius of our spots was *R* = 75 µm. We used a diffusion coefficient of *D* = 1×,10-*−9*., m-*2*., *s*-*−1*., based on published estimates for single-stranded RNA [42]. We estimated *k* according to the Wetmur-Davidson equation [43] to be 5.0×,10-*4*., M-*−1*., *s*-*−1*. Although *k* is known to be sensitive to several factors [44], this value agrees well with experiments [45]. To estimate *B_0_*, we followed the method of Cheung et al. [46] and assumed that the spot is originally hemispherical with radius *R* and has a concentration *B*_S_, then dries to a disk of the same radius and height *h*_D_, while conserving the total amount of probe. Assuming *h_D_* = 2 µm [35] and using the value *B_S_,* = 50 µM from our experiments, this yields, *B_0_* = (2/3)(*R*/,*h_D_.*),*B_S_* = 1.25 mM. Using these values, we find a reaction timescale 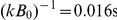. and a diffusion timescale 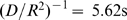, thus obtaining *P* = 2.8×,10-*−3*.≪*1*. It is thus justified to assume that the spot acts as a perfect sink, where *C* = 0.

We solved the diffusion equation describing the target concentration under conditions representing the essential features of the chamber's geometry and operation, with the goals of (i) understanding the dominant process responsible for hybridization heterogeneity, and (ii) exploring the role of geometrical parameters in determining the magnitude of this heterogeneity. For this purpose, we solved the three-dimensional unsteady diffusion equation
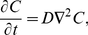
(4)where *C* is the concentration of the target, *D* is the target's diffusion coefficient, *t* is time, and ∇^2^ is the Laplacian operator.

Equation (4) was solved numerically using a finite-element code (COMSOL Multiphysics) for the dimensions of the simplified microarray (Fig. 1), with the exception that the chamber height assumed in the numerical simulation was 150 µm or 750 µm. In detail, the numerical model represents a hybridization chamber of half-width *L* and height *H*, containing a square block of 30×30 spots that covers an area of *M*×*M* mm^2^. Each spot had a diameter of 150 µm and the inter-spot distance is 150 µm. Hence, the 30×30 spots covered 8.5×8.5 mm (*M* = 8.5 mm). Both the height of the chamber and the relation between *M* and *L* will be seen to be important in determining hybridization heterogeneity.

Each simulation was carried out over 24 hours, with a diffusion coefficient of 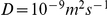. Importantly, a rescaling of the diffusion coefficient is simply equivalent to a rescaling of time, because the diffusion equation is linear. For example, if the diffusion coefficient is halved (larger target molecules), results will apply unchanged, except that all times will be doubled. The simulation proceeds by solving the three-dimensional diffusion equation in the entire chamber at subsequent instants in time. The initial condition was *C* = 1 in the entire chamber, i.e. a constant concentration of target (well-mixed). Because the diffusion equation is linear in the concentration, the solution is independent of the particular initial target concentration (allowing us to set *C* = 1 without loss of generality), unless the concentration is so high that individual spots become saturated (a case we do not consider here).

For each spot, the flux of target strands to the spot was calculated at each instant in time and subsequently integrated over the total time (24 h). For this, the boundary condition imposed at the spot was one of perfect absorption (*C* = 0), consistent with reaction being considerably faster than diffusion, as detailed above. The flux was thus computed based on Fick's law as –*DA*(∂*C*/∂*z*), where ∂*C*/∂*z* is the gradient of target concentration normal to the spot and *A* is the surface area of the spot. This yielded the total amount of target that had been bound to the spot over the simulation time. At all other surfaces (top, bottom and side walls of the chamber), which were impermeable to the target, no-flux boundary conditions were imposed.

Three different cases were considered. The first is the closest to the simplified array described above, with a large and shallow hybridization chamber (*L* = 10.8 mm, *H* = 150 µm), differing from the real one only in the chamber height (the actual chamber has *H* = 250 µm). The second models a large and deep hybridization chamber (*L* = 10.8 mm, *H* = 150 µm), to explore the effect of chamber height. The third case is that of a small and shallow chamber (*L* = 4.5 mm, *H* = 150 µm), to understand the effect of the amount of surface area not covered with spots. In all cases, the number of spots and the area covered by the spots are the same.

## Results and Discussion

### The ‘boundary-effect’: Increased signal intensity at microarray boundaries

During the analysis of a whole genome microarray of *Protochlamydia amoebophila* [34], we observed a marked and reproducible spatial variation in fluorescence signal intensity, despite the fact that the microarray was agitated during hybridization to achieve a more uniform distribution of target molecules over the array surface. This variation was characterized by a systematic increase in signal intensity of spots located at the boundary of the spotted area of the slide and along the borders of individual sub-blocks (Fig. 2A, B). 

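1 genome array hybridized for 16 h with 1 µg of Cy3-labeled genomic DNA was analysed. Its file holds 48 blocks of 12×12 spots, 6912 spots in all, and Fig. 2 displays 32 blocks. The authors' scanner software gave, for every spot, the mean foreground intensity and the local background in scanner units, with no normalization. The background was subtracted and 684 spots with a negative quality mark were left out. The values are for the 6093 spots of 2031 different probes, each printed 3 times. Their median signal was 769 over a median local background of 135. Every probe was printed at the same place in each of 3 fields of 16 blocks, so no probe had spots both at the border and in the interior of a block, and the probes of the outer block columns differ from those of the inner ones. The files do not pair the probe identifiers with gene names. There is no replicate array, so values are medians over spots with no test. Each ratio is set beside the same ratio for 10000 random sets of that size.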

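Spots in the outer pair of the 4 block columns were brighter than those in the inner pair. The median signal was 820 over 3018 outer spots and 707 over 3075 inner spots, a ratio of 1.16, where 95% of random sets of spots gave ratios between 0.960 and 1.04. The rise lay in 1 of the outer columns, with a median of 928.5 in column 4 against 735 in column 1, 703 in column 2 and 715.5 in column 3. Along the other axis of the slide, the median was 395 in block row 1, 951 in block row 6 and 749 in block row 12. Within blocks, the median was 737 over the 1623 spots of the outermost ring and 782.5 over the 4470 interior spots. This ratio of 0.942 lay below the range of 95% of the random sets of spots drawn within blocks (0.954 to 1.04). When the 3 copies of a probe were drawn together, a choice made after seeing the data, the ratio lay inside that range (0.930 to 1.07), while the ratio of the block columns stayed outside it (0.943 to 1.06). The medians of successive rings were 737, 745.5, 769, 794, 839 and 896.5 from the border to the center of a block. With the foreground median in place of the mean, the border ratio was 0.975, inside the range of its random sets of spots. The random sets treat neighboring probes as independent, and for block columns and borders position was not separated from probe. The paper states that intensity differences between probes obscure part of the pattern within blocks.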

A random search of publicly-available microarray datasets deposited in the Stanford Microarray Database revealed the same trend in other DNA microarray hybridization experiments (Fig. 3). It has previously been reported that non-random spatial variations in target signal intensity are found in several microarray platforms [27], suggesting that the observed effect may represent a widespread and as yet unexplained feature of microarray hybridizations that is independent of target organism and platform.

**Figure 2:**
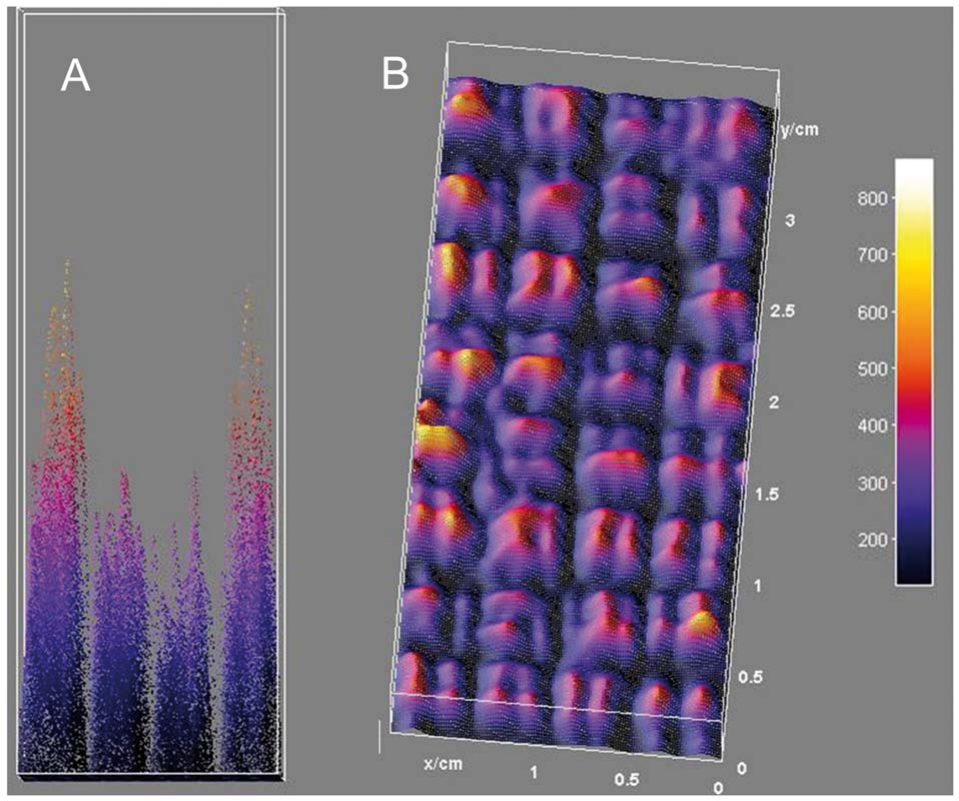
Spatial variations in fluorescence intensity of labeled genomic DNA hybridized to a genome array of *Protochlamydia amoebophila.* Signal intensities from 32 blocks are displayed, with each block composed of 144 (12×12) spots. Signal intensities (expressed in arbitrary fluorescence units) are shown as height and color heatmap in a three dimensional surface plot and displayed as (A) lateral view and (B) top view. An increased boundary signal results in a U-shaped intensity profile across the entire array (A). A tendency for increases in boundary signals is also evident at the boundary of blocks (B), though the pattern is somewhat obscured by additional signal intensity variations caused by different probes at different positions.

**Figure 3:**
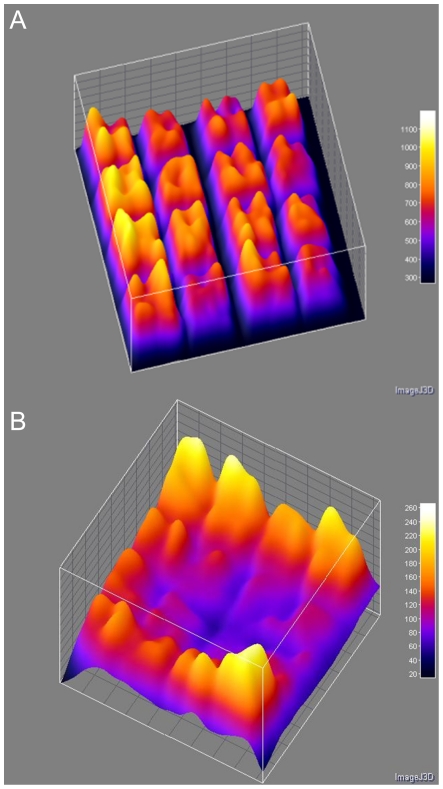
Two examples of spatial variation in signal intensities from publicly available microarray images. Signal intensities are shown as height as well as color heatmap on a three dimensional surface plot. (A) Channel 2 image from a *Vibrio cholerae* comparative genome hybridization experiment (genomic DNA targets) on a microarray consisting of 16 (4×4) blocks and 272 (17×16) spots per block (ExpID 68809) (B) Channel 1 image from a comparative gene expression hybridization experiment (cDNA targets) on a *Mycobacterium tuberculosis* microarray that consists of 16 (4×4) blocks and 289 (17×17) spots per block (ExpID 75165). Both arrays were hybridized overnight without agitation. Complete experimental details are available at the Stanford Microarray database under the associated experiment ID.

In order to systematically investigate this phenomenon and to exclude other biases previously attributed to spatial intensity variations [25], [26], we employed a simplified square array of 900 identical spots of the same probe (Fig. 1) hybridized under target-limiting conditions typical of quantitative microarray hybridization (300 ng for 18 h). 

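The simplified array was analysed on 28 arrays, of which 3 hybridized with 300 ng of Cy3-labeled RNA and 3 with 300 ng of Cy5-labeled RNA for 18 h belong here. The files hold the authors' scanner output, with a mean foreground intensity and a local background for each of the 900 spots, in scanner units and without normalization. The background was subtracted, spots with a negative quality mark were left out (at most 2 per array) and arrays were not scaled to each other. Intensities were averaged over the spots of a position, from position 1 at the outer edge to position 15 at the center. The array was the replicate. Nothing in the files states that arrays came from separate RNA preparations, so all p-values measure only the spread between arrays. The median signal of an array was 5245 to 6803 with Cy3 over a local background of 287 to 371, and 7251 to 8295 with Cy5 over 342 to 382. The precision is limited by the number of arrays. The Cy3 and the Cy5 arrays were each on 2 slides and were scanned on different days.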

We found that this setup reproduces the spatial variation observed in more complex DNA microarrays (Fig. 4A, B). 

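With 300 ng of Cy3-labeled RNA, signal intensity fell from 9043 ± 1183 (SD, n = 3 arrays) at position 1 to 5005 ± 642 at position 15. The ratio of position 15 to position 1 was 0.554 ± 0.00967 and was below 1 on all 3 arrays. Position 1 had the highest mean of the 15 positions and position 14 the lowest, 4940 ± 654. Over the 12 arrays hybridized with 75 to 600 ng, the ratio was 0.551 ± 0.0330, again below 1 on every array. An exact two-sided sign-flip permutation test of the log2 ratio gave p = 0.000488 for these 12 arrays, the smallest p that 12 arrays allow. The same exact test on the 3 arrays of 300 ng gave p = 0.25, which 3 arrays cannot go below. These 12 arrays were scanned on 1 day. The 3 arrays of each amount lay on 2 slides, and the test treats arrays of 1 slide as independent.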

Marked spatial variations were observed with both Cy3- and Cy5-labeled target RNA (each hybridized separately with a microarray) ruling out dye-specific effects (Fig. 4B). 

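With Cy5-labeled RNA, the signal was 12485 ± 463 (SD, n = 3 arrays) at position 1 and 6520 ± 492 at position 15. The ratio of both was 0.522 ± 0.0265, from 0.495 to 0.548, with the lowest mean at position 13. An exact sign-flip permutation test gave p = 0.25, the smallest possible for 3 arrays. The log2 ratio differed between Cy5 and Cy3 by -0.09, and the exact permutation test of the array labels gave p = 0.2, where 3 arrays against 3 cannot go below 0.1. This p does not show that the dyes gave equal ratios. On the Cy5 arrays the median signal dropped 1.37 ± 0.0731-fold from row 15 to row 16, while on the Cy3 arrays this ratio was 0.970 ± 0.0143. In rows 1 to 15 alone, a choice made after seeing the data, the difference between the dyes was -0.01 (exact permutation p = 0.9). With the normexp background correction it was 0.80, but this correction left a median of only 13.5% of the signal on single-probe arrays. No scan day held both dyes at 300 ng on separate arrays, so at this amount dye and scan day cannot be separated.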

The increase in fluorescence signal intensity was apparent in the outermost positions of the array and reached a maximum average intensity at corner positions (Fig. 5), suggesting that the driver for spatial variation in signal intensity was a limitation of the mass transfer to the center of the array block. Similarly, there are reports of increased hybridization efficiency at microarray spot edges for individual spots [22] as well as increased boundary signal intensity in polyacrylamide gel immobilized oligonucleotide hybridization cells [47], which was attributed to a process of retarded diffusion through the gel matrix [47]. 

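On the 3 arrays with 300 ng of Cy3-labeled RNA, the 4 corner spots averaged 11598 ± 1856 (SD, n = 3 arrays) and the 8 spots where the center lines meet position 1 averaged 8045 ± 1071. The corner signal was 1.44 ± 0.0581 times the mid-side signal and was higher on all 3 arrays, with an exact sign-flip permutation p = 0.25, the smallest for 3 arrays. Relative to the lowest position of both transects together, the diagonal transect was 2.38 ± 0.123 at position 1 and the center line 1.66 ± 0.0196. The elevated signal was present on every side. All 12 sides of these arrays had a mean above position 15, although the highest side exceeded the lowest side of its array by 1.48 to 1.66-fold. From the rise at the outermost positions with its maximum at the corners, the paper proposes that limited mass transfer to the center of the block drove the spatial variation.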

While analogous to our observations, these studies represent a boundary effect at a much smaller scale (∼100 µm) than the spatial gradients we observed, which occur over the scale of the blocks of spots (generally several mm; 8.85 mm for the simplified array block). Though the simplified single probe array does reproduce the spatial variation seen in conventional multi-probe arrays (Fig. 2 and 3), it would be anticipated that the variation in number and location of spots with different, possibly competing probes in complex multi-probe arrays would also affect the magnitude and characteristics of this phenomenon.

**Figure 4:**
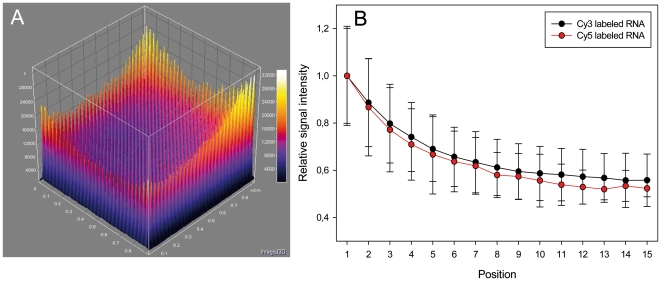
Probe spot position-dependent spatial variation in signal intensity in the simplified microarray hybridized with labeled RNA (single-color) under target limiting conditions for 18 h. (A) Mean signal intensities of three replicate hybridizations using Cy3 labeled RNA are shown as height in a three dimensional surface plot. (B) Microarray hybridization of Cy3 (red) and Cy5 (blue) labeled target RNA. Mean relative signal intensities are given as fraction of the spot position with highest absolute signal intensity and are displayed as function of the respective position. Error bars represent relative standard deviation per spot position for three replicate hybridizations.

**Figure 5:**
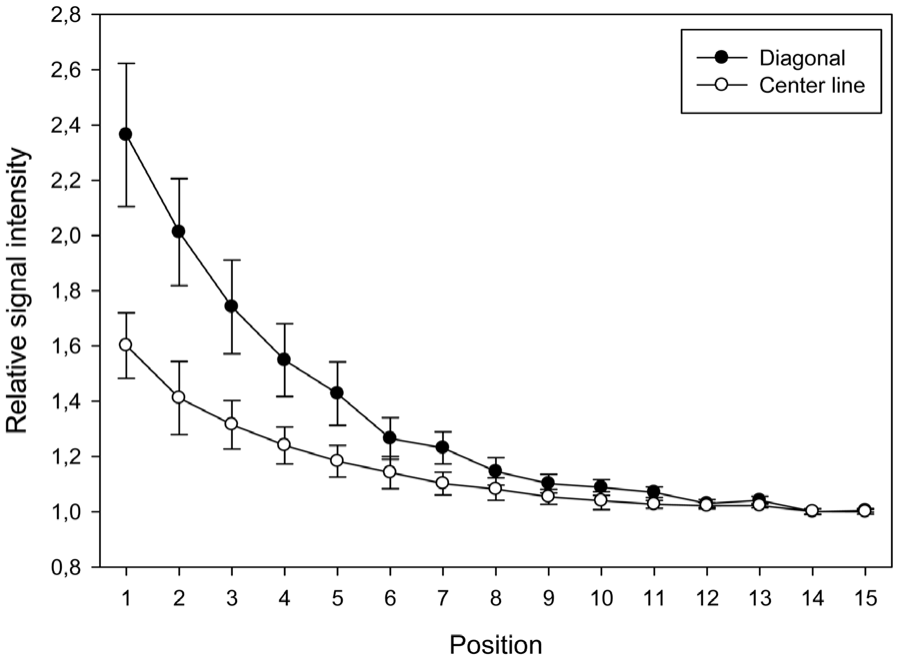
Comparison of relative signal intensities of diagonal (black) and center line (white) transects on the simplified microarray (see Fig. 1). Labeled RNA was hybridized under target limiting conditions for 18 h. Mean relative signal intensities for each position are normalized to the lowest value of all positions. Error bars represent relative standard deviations of the mean signal intensities per spot position for three replicate hybridizations.

### Lateral diffusion causes a systematic spatial bias

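For the amount of target, 18 of the simplified arrays were analysed, 3 each at 75, 150, 300, 600, 1800 and 4500 ng of Cy3-labeled RNA. Processing was as for 300 ng. The median signal of an array rose from between 2370 and 3208 at 75 ng to between 31373.5 and 35980 at 1800 ng. At 4500 ng it was 18401 to 20996.5. For these arrays the file headers record a photomultiplier gain of 500, but the names of their images give the 600 of the other amounts, and the methods state identical settings within a series, so only ratios within an array were compared between amounts. Signal over local background was lowest at 75 ng (8.26 to 11.5) and 1800 ng (10.3 to 11.2). At 1800 ng, 3 to 33 spots per array held saturated pixels. The arrays of 75 to 600 ng were scanned on 1 day, those of 4500 ng on a second day and those of 1800 ng on a later day.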

In order to test probe-limiting, rather than target-limiting, conditions, we hybridized the simplified array with several concentrations of target RNA (18 h hybridization). 

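At 75 to 600 ng the ratio of position 15 to position 1 lay near one value, 0.534 ± 0.0248 at 75 ng, 0.565 ± 0.0473 at 150 ng and 0.552 ± 0.0478 at 600 ng (SD, n = 3 arrays each). It was 0.749 ± 0.0242 at 1800 ng and 0.946 ± 0.0320 at 4500 ng, where the highest mean was at position 2. The log2 ratio of the 6 arrays of 1800 and 4500 ng was 0.61 above that of the 12 arrays of the lower amounts, and each of the 6 exceeded all 12. The exact permutation test gave p = 5.39e-05, the smallest for 6 arrays against 12. It treats arrays of 1 slide as independent, while the 3 arrays of each amount lay on 2 slides. The split between these amounts was taken from Fig. 6A, which shows this amount series, so this p is not an independent test of it. Over the 18 arrays, the ratio was correlated with log2 of the amount, with Spearman's rho = 0.749 (permutation p = 0.00076, adjusted p = 0.00202) and Pearson's r = 0.875 (permutation p = 1e-05, the smallest the permutations can give, adjusted p = 1e-04). The 3 arrays of 4500 ng are equally far from the median amount. Without 2 of them, replicates 1 and 2, rho was 0.645 (permutation p = 0.00855, adjusted p = 0.0171) and r was 0.823 (permutation p = 1e-04, adjusted p = 5e-04). Without all 3, rho was 0.567 (permutation p = 0.0314), which no longer passed the threshold once adjusted (adjusted p = 0.0524), and r was 0.760 (permutation p = 0.00081, adjusted p = 0.00202). Adjusted p-values are Benjamini-Hochberg values over a family of 10 correlations.

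The relation was not found within the 12 arrays of 75 to 600 ng, which share a scan day, with rho = 0.151 (permutation p = 0.656) and r = 0.153 (permutation p = 0.630), both with an adjusted p = 0.656. Among the 6 arrays of 1800 and 4500 ng, rho was 0.878 and r was 0.974, each with an exact permutation p = 0.1 (adjusted p = 0.125). The relation over 18 arrays thus rests on the 2 highest amounts, neither of which was scanned on the day of the lower ones. The arrays scanned with those of 1800 ng held 300 ng of Cy5-labeled RNA and had ratios of 0.495 to 0.548, against 0.732 to 0.777 at 1800 ng, though amount and dye both differ there. The only slides holding 2 amounts gave ratios of 0.541 at 75 ng and 0.570 at 150 ng, and of 0.563 at 300 ng and 0.607 at 600 ng.

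**Figure D1:**
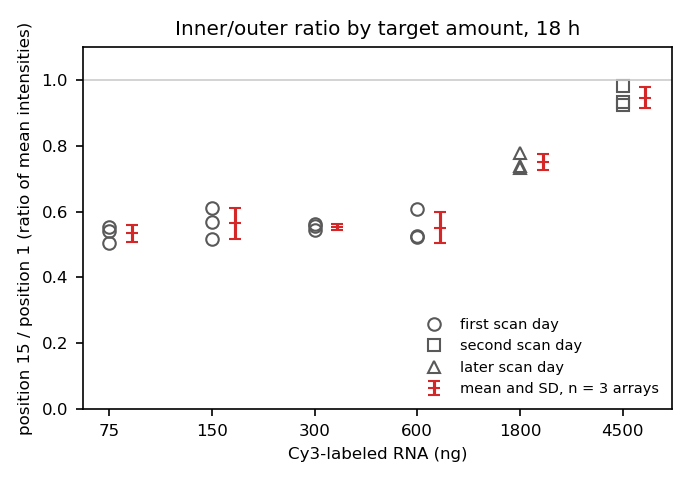
Ratio of the mean intensity at position 15 to that at position 1 (vertical axis) against the amount of Cy3-labeled RNA in ng (horizontal axis, equally spaced categories). Gray symbols are single arrays with their shape giving the scan day, and red bars are the mean and SD of 3 arrays. The means are 0.534 to 0.565 from 75 to 600 ng, 0.749 at 1800 ng and 0.946 at 4500 ng.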

Increasing the target concentration reduced the boundary effect and could even quench it at high levels (Fig. 6A). 

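For hybridization time, 9 simplified arrays with 300 ng of Cy3-labeled RNA were analysed, 3 each after 18, 65 and 140 h. The 18 h arrays are those of the amount series, the only ones of this amount and dye in the files. The median signal of an array was 8693.5 to 9566.5 after 65 h over a local background of 1017 to 1202, and 8373 to 10393 after 140 h over 925 to 1026. Each time was scanned on a day of its own, with the same gain and a recorded laser power of 3.13 at 18 h and of 3.54 to 3.59 at the later times. For each time against 18 h, limma was fitted to log2 of the 15 position means of all 9 arrays. Its moderated test pools the spread over the positions of an array as if they were independent, which makes its p-values too small for a comparison of 3 arrays with 3. An exact permutation test of the arrays, which cannot go below p = 0.1, is therefore given beside it. The methods' t-test was also run.

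The arrays of 65 h and 140 h differ from those of 18 h by rows. From row 15 to row 16 the median signal dropped 1.48 ± 0.0798-fold at 65 h and 1.52 ± 0.116-fold at 140 h (SD, n = 3 arrays each). The values are also given for rows 1 to 15 alone, a choice made after seeing the data. Position 15 then holds only its spots of row 15, next to the drop.

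**Figure D2:**
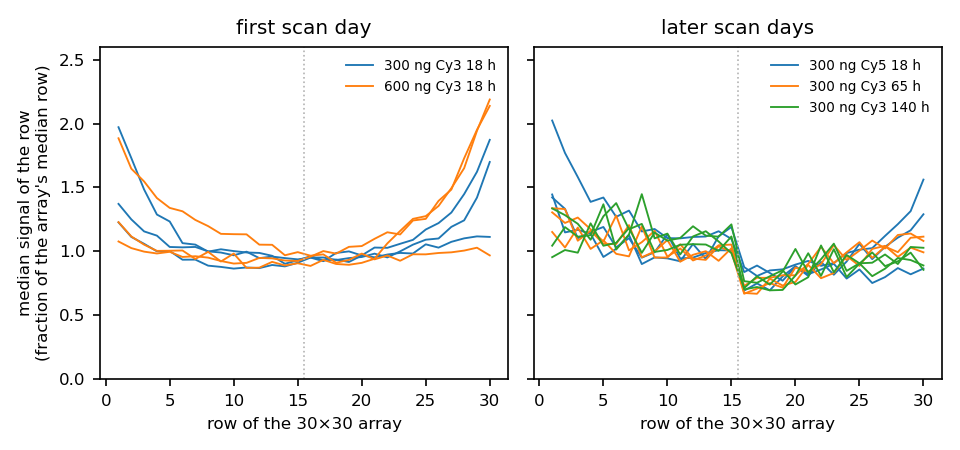
Median signal of each row as a fraction of the array's median row (vertical axis) against the row of the 30×30 array (horizontal axis). Each line is 1 array. Arrays of the first scan day (300 and 600 ng of Cy3-labeled RNA at 18 h) are on the left. Those on the right are of later scan days (Cy5, 65 h and 140 h). The dotted line lies between rows 15 and 16. The drop there is in the arrays on the right.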

The concentration of target affects both diffusion rates and hybridization rates, so in order to discern whether hybridization equilibrium plays a role in the observed effect we conducted additional hybridizations under target-limiting conditions for 18, 65, and 140 h (Fig. 6B). The mean signal intensity of the outer spots (position 1) increased insignificantly between both 18 and 65 h (P = 0.09) and 18 and 140 h (P = 0.36), suggesting that hybridization equilibrium had almost been reached for these spots within 18 h. In contrast, the signal intensity of the inner spots increased dramatically between 18 and 65 h (e.g. P = 0.002 for position 15), indicating that after 18 h the inner spots are much further away from hybridization equilibrium than the outer spots (Fig. 6B). 

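At position 1 the signal was 11442 ± 444 (SD, n = 3 arrays) after 65 h and 9987 ± 1030 after 140 h. Relative to 18 h this was a log2 difference of 0.35 after 65 h (standard error 0.12, limma adjusted p = 0.0050) and of 0.15 after 140 h (limma adjusted p = 0.228). All 3 arrays of 65 h were above all 3 of 18 h, with an exact permutation p = 0.1, and those of 140 h overlapped with them (exact permutation p = 0.4). The difference after 140 h ranged from 0.060 to 0.25 with 1 array left out, and it passed the threshold without 18 h replicate 1 (0.25, limma adjusted p = 0.034) and without background subtraction (0.23, limma adjusted p = 0.047). The methods' t-test, beside these exact values, gave p = 0.0303 and p = 0.356. Signals were also divided by the recorded laser power, a choice made after seeing the data. The log2 differences were then 0.16 (limma adjusted p = 0.175) and -0.04 (limma adjusted p = 0.732). With the normexp correction, which took most of the signal of these arrays for background, they were -0.40 and -1.70. In rows 1 to 15 alone they were 0.48 and 0.36, the latter past the threshold (limma adjusted p = 0.0055). Time and scan day cannot be separated.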

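At position 15 the signal was 7078 ± 264 (SD, n = 3 arrays) after 65 h and 8008 ± 869 after 140 h, each above all 3 arrays of 18 h. The log2 difference from 18 h was 0.51 after 65 h (standard error 0.12, limma adjusted p = 7.1e-05) and 0.68 after 140 h (limma adjusted p = 2.9e-07). The exact permutation test gave p = 0.1 for both, its smallest value. With the spread of position 15 alone in place of the pooled one, a choice made after seeing the data, the limma adjusted p was 0.0056 and 0.0018. Divided by the recorded laser power, the log2 differences were 0.32 (limma adjusted p = 0.0088) and 0.49 (limma adjusted p = 9.5e-05). In rows 1 to 15 alone they were 0.80 and 0.96.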

The overall effect of hybridization time on the position-dependent change in signal intensity was a quenching of the boundary effect at longer hybridization times. 

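The ratio of position 15 to position 1 was 0.619 ± 0.0123 (SD, n = 3 arrays) after 65 h and 0.802 ± 0.0265 after 140 h, and every array of both times lay above every 18 h array. The log2 ratio differed from that at 18 h by 0.16 and 0.53, each with an exact permutation p = 0.1, the smallest for 3 arrays against 3. This ratio does not depend on the laser power. In rows 1 to 15 alone, it was 0.5595 ± 0.0735 at 18 h, 0.695 ± 0.0561 at 65 h and 0.847 ± 0.0570 at 140 h. There the arrays of the later times again lay above those of 18 h, with a gap of 0.0229 between the lowest ratio at 65 h and the highest at 18 h, which is less than the SD of either time.

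**Figure D3:**
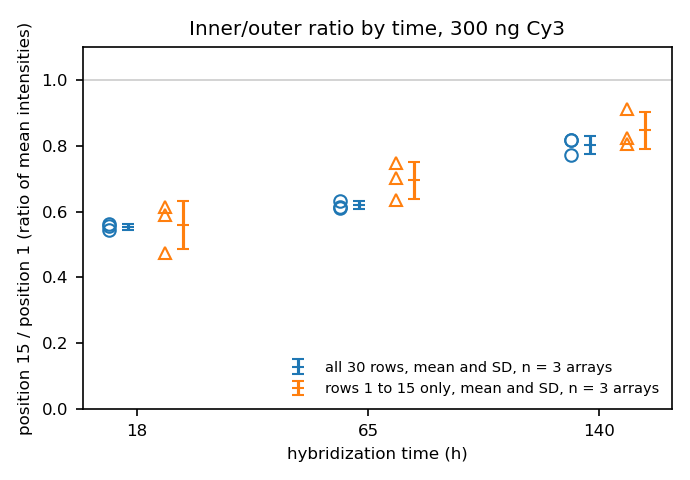
Ratio of the mean intensity at position 15 to that at position 1 (vertical axis) against the hybridization time in h (horizontal axis), for all rows (circles) and for rows 1 to 15 only (triangles). Each symbol is 1 array, and bars are the mean and SD of 3 arrays. The means over all rows are 0.554, 0.619 and 0.802.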

The different behavior of inner and outer spots during extended hybridization times supports the idea that the boundary effect is driven by spatial variability in lateral diffusion present under diffusion-limited non-equilibrium hybridization conditions, typical for most common microarray applications, like gene expression analysis and microbial diagnostics [2], [3], [5], [6].

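Of the 900 grid spots, 603 were higher and 2 lower after 65 h than after 18 h, and 618 were higher and 11 lower after 140 h, at a limma adjusted p under 0.05. In rows 1 to 15, 80.4% of the spots were higher after 65 h and 85.3% after 140 h, against 53.6% and 52% in rows 16 to 30, which lie below the drop of the later arrays. After 140 h, 23.3% of the 116 spots of position 1 were higher, 62.5% of the 384 spots of positions 2 to 5, 89.7% of the 300 spots of positions 6 to 10 and 82% of the 100 spots of positions 11 to 15. After 65 h these shares were 45.7%, 62.0%, 84.7% and 58%. These differences in shares were not tested, as spots of 1 array are not replicates. The counts followed the scale of the arrays. With each array scaled to its median, 84 spots were higher and 154 lower after 65 h, and 87 were higher and 152 lower after 140 h. After quantile normalization the counts were 73 and 43 after 65 h, and 136 and 122 after 140 h. From the different behavior of inner and outer spots, the paper proposes that the boundary effect is driven by differences in lateral diffusion before hybridization equilibrium is reached.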

**Figure 6:**
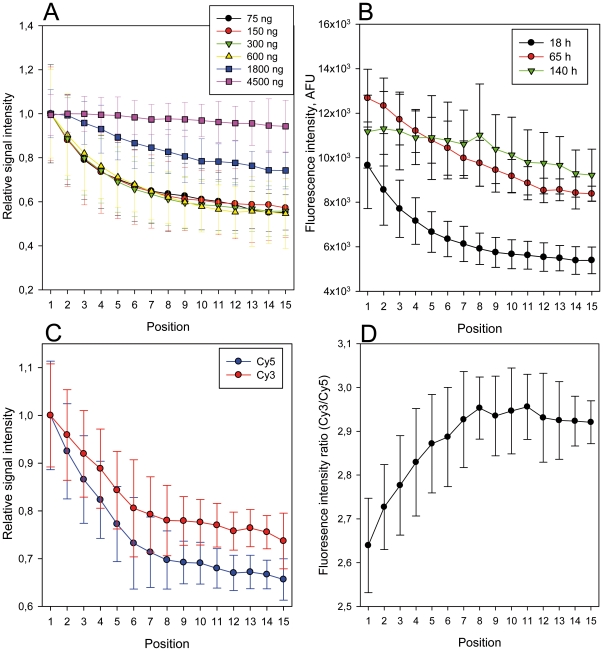
Factors affecting the boundary bias and implications for signal ratios in competitive hybridizations. (A) Hybridization of labeled RNA (single-color) at a range of concentrations (75–4,500 ng) for 18 h. (B) Hybridization of labeled RNA (single-color) under target limiting conditions for 18, 65 and 140 h. (C) Competitive two-color hybridization of Cy3- and Cy5 labeled RNA mixed at approximately 3∶1 ratio (900 ng and 300 ng, 18 h hybridization). (D) Ratios of signal intensities from competitive hybridization in C. Signal intensities for A and C are normalized to the spot position with the highest signal and error bars for A to D indicate standard deviation per spot position for three replicate hybridizations.

The variation of lateral mass transfer with position in the array raises the possibility that ratio signal intensities calculated from competitive two-color hybridization experiments, which for example are performed to measure relative differences in gene expression, may be sensitive to probe location when the competing target nucleic acids are present at different concentrations. To test this, we mixed identical targets labeled with either Cy3 or Cy5 at a 3∶1 ratio (900 ng/300 ng) and competitively hybridized them under standard conditions (18 h hybridization) (Fig. 6C). 

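1 simplified array hybridized for 18 h with 900 ng of Cy3-labeled and 300 ng of Cy5-labeled RNA was analysed. The legend of Fig. 6 gives 3 replicate hybridizations, and 1 array was analysed here. The time is that of the sample's label and the paper, while the image named in the file's header is marked 65 h, and the files do not settle which holds. The file holds the foreground and local background of both channels for 900 spots in scanner units, without normalization. The median signal was 27379 in the Cy3 channel over a local background of 2333, and 10206 in the Cy5 channel over 524. After subtraction of the background and removal of 6 spots with a negative quality mark, the Cy3 signal of each spot was divided by its Cy5 signal and the ratios were averaged over each position. With 1 array there is no replicate error. The SD given is that between the spots of a position, and no test was made.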

We observed that signal intensity ratios are indeed sensitive to location, with increased ratios for inner spots compared to outer spots (P<0.001 for comparison of positions 1 and 15) (Fig. 6D). 

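The Cy3/Cy5 ratio was 2.46 with an SD of 0.0788 between the 115 spots of position 1, and 2.75 with an SD of 0.0325 between the 4 spots of position 15. The lowest spot of position 15, at 2.70, exceeded the highest of position 1, at 2.63. Most of the rise lay near the edge, with a ratio of 2.55 at position 2, 2.62 at position 3 and 2.69 at position 5. With no background subtracted the ratio at position 15 was 2.86.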

While the targets were mixed at a ratio of 3∶1, the actual target ratio was presumably 2.6∶1 because this was the ratio measured at the boundary spots (Fig. 6D). 

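The Cy3/Cy5 ratio on the analysed array was highest at position 13, at 2.78 with an SD of 0.0204 between its 20 spots. This was 12.7% above position 1. From position 9 inward, all ratios lay between 2.75 and 2.78. With the normexp background correction, the ratio was 1.32 at position 1 and at most 1.80. This correction left only 5.19% of the median Cy3 signal and 8.19% of the median Cy5 signal.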

Relative to this, spots at inner positions had elevated ratios, with a maximum of 2.9∶1 in the center of the block. These results are consistent with the concept that diffusion limitation under non-equilibrium conditions leads to under-representation of low abundance signals [48], [49], which causes over-estimates of intensity ratios and thus false relative abundance results.

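On the analysed array, both channels were lower at the center, and the dye present at the lower amount fell further. The Cy5 signal, from 300 ng, was 13250 at position 1 and 8709 at position 15, a ratio of 0.657. The Cy3 signal, from 900 ng, was 32635 at position 1 and 23957 at position 15, a ratio of 0.734. Dye and amount were not exchanged on the array analysed. The paper sets the higher ratios of the inner spots beside a concept it cites, by which diffusion limitation away from equilibrium leads to under-representation of signals of low abundance.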

### Modeling reveals the critical role of hybridization slide design and chamber geometry

Because transport within the chamber of our simplified microarray occurs only by molecular diffusion and spots do not cover the chamber surface area uniformly (there is typically a spotless area surrounding a square array of spots), we hypothesized that the boundary bias results from the outer spots in the array having a larger supply of target strands coming from the outer spotless area. We thus developed a mathematical model based on Fickian diffusion to predict hybridization behavior for the simplified array design and found that it reproduces the fundamental features of the observed behavior. Inner spots get less of their mean share of the target strands from the outer, spotless area, because they are in the shadow of outer spots. This, then, leads to the predictions that (i) the amount of spotless area is an important determinant of the bias; therefore in the limiting case of a chamber that is entirely covered by spots, we expect no bias, and (ii) deeper chambers cause less bias, because greater depths alleviate the shadowing effect and favor a more equal partitioning of the target strands from the outer, spotless area to all spots.

To test these predictions concerning the design of the hybridization slide and chamber geometry, we compared mathematical modeling results for three configurations (Fig. 7): a large and shallow chamber (‘default configuration’), a large and deep chamber (‘deep configuration’), and a small and shallow chamber (‘small configuration’) (see Materials and Methods). This analysis revealed that chamber geometry plays an important role in determining the magnitude of the boundary effect. For the default configuration, the closest to the actual chamber, the bias is strong, with innermost spots subject to a reduced flux of as little as 7% of the outermost spots over 24 hours (Fig. 7, black line). The deep configuration reduces the bias somewhat (Fig. 7, red line); more of the target strands from the outer, spotless region reach the inner spots without being intercepted by the outer spots, yet flux to innermost spots is still only 12% of the outermost ones. Hence, chamber shallowness is one geometric factor that favors boundary bias. However, by far the strongest control on the bias is exerted by the amount of spotless area (the area of the chamber that lies outside the array of spots). Indeed, in the small configuration (Fig. 7, green line), where the amount of spotless area is zero, the boundary bias vanishes and the flux to each spot is nearly the same (within numerical error). In order to empirically evaluate the modeling prediction, we generated an expanded version of the simplified array featuring an array of 72×70 spots that covered the entire surface area of the hybridization chamber, thereby eliminating unspotted area between the boundary of the array and the hybridization chamber wall. 

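The expanded array of 72×70 spots was analysed on 5 arrays with 300 ng of Cy3-labeled RNA hybridized for 18 h, on 5 slides scanned on 1 day. The files hold the authors' scanner output without normalization. They were processed as for the simplified array, with positions counted from 1 at the edge to 35 at the center. The median signal of an array was 15112 to 25160 over a local background of 2096 to 2569. The photomultiplier gain was 800 and 1 line was averaged, against 600 and 3 for the simplified arrays with the same amount, dye and time, so that intensities were compared only within an array. Of the 5040 spots, 47 to 215 per array had a negative quality mark and were left out. These made up 7.14 to 42.5% of the 280 spots of position 1.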

As predicted by our diffusion model, removal of unspotted area by extending the array of spots to the hybridization chamber wall was sufficient to eliminate the spot position-dependent bias in signal intensity when hybridized under identical conditions to the 30×30 array (Fig. 8). This conclusively proves the role of the spotless area in generating and controlling the magnitude of the boundary bias. 

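On the expanded array, the ratio of position 35 to position 1 was 0.868 ± 0.148 (SD, n = 5 arrays), from 0.631 to 1.04. Position 1 here averages over unlike sides. The highest side exceeded the lowest side of its array by 1.49 to 2.54-fold, and the right side was the lowest on every array. Of 20 sides, 12 had a mean above position 35. The highest mean was at position 11, where the ratio to position 1 was 1.17 ± 0.0588 and above 1 on all 5 arrays. The log2 ratio of the innermost to the outermost position was 0.63 higher than on the 3 simplified arrays with the same amount and time, and each expanded array had a higher ratio than each simplified one. The exact permutation test of this difference gave p = 0.0179, the smallest for 5 arrays against 3. It was 0.0571 by the same exact test without any 1 of expanded replicates 1 to 4. Exact sign-flip permutation tests gave p = 0.125 for position 35 against position 1 and p = 0.063 for position 11, which is the smallest p that 5 arrays allow. Position 11 was chosen because Fig. 8 shows the highest mean there, so its test is not independent of that figure. With the spots of negative quality mark kept, the ratio of position 35 to position 1 was 1.05.

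Each array held a band of 25 neighboring rows with lower signal. The median signal of a row dropped 2.12 ± 0.151-fold (SD, n = 5 arrays) into the band and rose 1.46 ± 0.100-fold out of it. At least 1 of the 2 rows at the center of the array lay inside the band on every array. Along the columns within the band, a choice made after seeing the data, the ratio of column position 35 to column position 1 was 0.896 ± 0.159 and that of column position 11 was 0.935 ± 0.109. For the comparison, the simplified arrays were also measured by column position, within their rows 6 to 25. The log2 difference between expanded and simplified arrays was then 0.49 (exact permutation p = 0.0536). Both sides of this comparison changed. The ratio of the expanded arrays was 0.868 by position and 0.896 by column, so their own change did not make the difference smaller. From the loss of the bias when spots reach the chamber wall, the paper concludes that the unspotted area generates the boundary bias and controls its size.

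**Figure D4:**
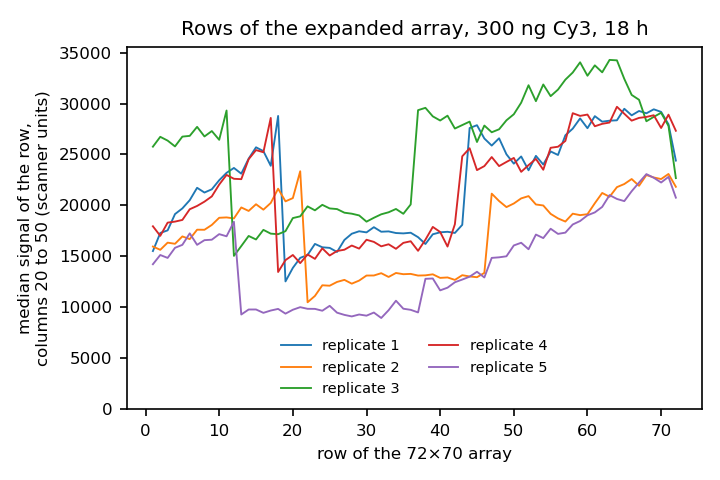
Median signal of each row over columns 20 to 50, in scanner units (vertical axis), against the row of the 72×70 array (horizontal axis). Each line is 1 of the 5 arrays. The lower band spans 25 rows on each array.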

In summary, the boundary effect can be mitigated by choosing a deeper chamber and – most importantly – covering the entire bottom surface area of the chamber with spots.

**Figure 7:**
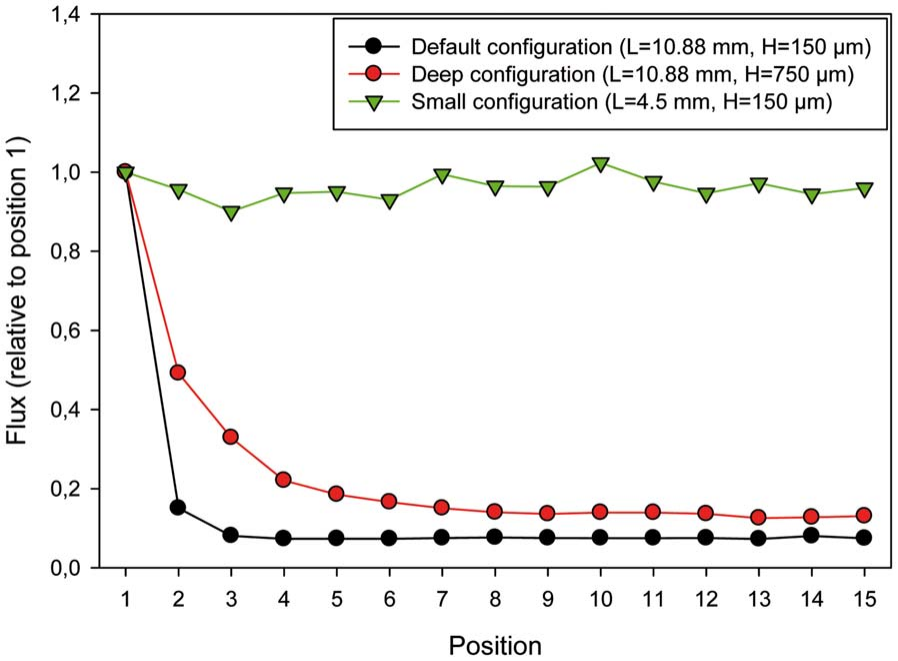
Numerical simulation of the three-dimensional unsteady diffusion equation to simulate flux of labeled RNA to each probe position over a 24 h hybridization. Three different cases were considered: a large and shallow chamber, similar in dimensions to the simplified array used in experiments (‘default configuration’, black), a large and deep chamber (‘deep configuration’, red) that tests the effect of increasing the chamber height, and a small and shallow chamber (‘small configuration’, green) that tests the effect of unspotted surface area. The number of spots and the spotted area are the same for all simulations.

**Figure 8:**
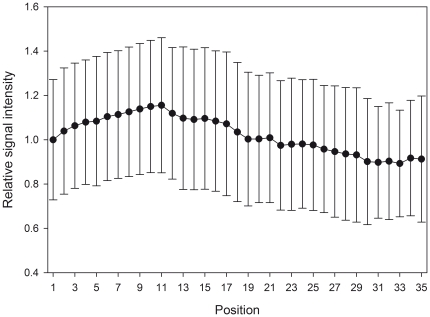
Effect of eliminating unspotted surface area on the probe spot position-dependent signal intensity. 300 ng of Cy3-labeled RNA was hybridized for 18 h. The hybridization chamber geometry was the same as previous experiments. The spot grid of the simplified 30×30 array was expanded to reach the edges of the hybridization chamber, which yielded an array of 5,040 spots (72×70). Spot position was calculated identically as for the 30×30 array, with the outer position being one and the inner position equaling 35. Signal intensities are normalized to spot position one and error bars indicate standard deviation per spot position for five replicate hybridizations.

Another option for minimizing the boundary effect is to increase hybridization time to equilibrium, though this may be prohibitively long in cases where the target concentration is very low. Alternatively, hybridization systems with active mixing generally enhance target delivery and hold the potential to reduce diffusion limitations and thereby minimize the boundary effect. However, the mechanism by which active mixing is ensured differs greatly among the different hybridization systems (such as pressure-driven flow-through or surface acoustic wave micro-agitation systems) [50], [51], [52] and not all systems achieve homogenous mixing of the hybridization solution [53]. The rate and path of the hybridization fluid flow over the microarray surface ultimately determines whether all spots experience the same influx of complementary target molecules. Heterogeneous active mixing can thus also cause a spatial bias in surface hybridization. An optimal active mixing device for microarray hybridization would thus need to ensure sufficient uniformity in the convection of target molecules [53]. Data normalization, for example based on technical probe spot replicates that are selectively positioned on the microarray surface [54], is another potential possibility to account for spatial biases in probe signal intensity.

### Conclusions

We observed and explained systematic spatial gradients in nucleic acid surface hybridizations, both experimentally and theoretically, and found that heterogeneity in lateral diffusive fluxes generate a consistent position-dependent bias in target signal intensity in single-color hybridizations as well as intensity ratios in competitive two-color hybridizations. A simple diffusion model supported the conclusions drawn from the experimental data and revealed that the geometry of the hybridization chamber and the probe spot area play an important role in determining the intensity of the spatial bias. The benefits realized from optimal adaptation of probe spot area to hybridization chamber size are a shift from diffusion-limited to reaction-limited conditions and increased microarray hybridization uniformity. Many commercially available hybridization systems with active mixing (another potential solution to diffusion limitation) are expensive and lack proof of a homogenous distribution of target molecules, which is required to effectively reducing diffusion limitation problems during hybridization. Our proposed strategy, adjusting the geometry of the hybridization chamber to the surface area of spotted probes or vice versa, is a relatively simple and cost-effective solution to diminish biases resulting from diffusion limitation and enhance accuracy of microarray-based quantification even without active mixing.

How the deposited data were processed for this re-analysis (not part of the article)

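34 arrays were analysed. 28 were simplified arrays of 30×30 spots of 1 probe, 5 were expanded arrays of 72×70 spots of the same probe, and 1 was a genome array. The simplified arrays were hybridized with labeled RNA of a cloned 16S rRNA gene, 3 arrays for each of 6 amounts of Cy3-labeled RNA at 18 h, 3 for 300 ng of Cy5-labeled RNA, 3 each for 65 h and 140 h, and 1 for the competitive hybridization.

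The deposited files are the authors' scanner output, with 1 array per file. Foreground mean, foreground median and local background of each spot are intensities in linear scanner units. The share of saturated pixels of a spot is a percent that the authors' scanner software computed before the files were deposited. Columns of ratios and log2 ratios that some deposited files hold were not used, since all ratios and log2 values were computed here from the intensities. The file headers give no normalization and name GenePix Pro 5.1.0.19, an earlier version than the methods name. The methods do not state whether background was subtracted. The authors' visual removal of poor spots was represented by the negative quality marks in the files.

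For the main values, local background was subtracted from the foreground mean, spots with a negative quality mark were left out, intensities were averaged over the spots of a position, and arrays were not scaled to each other. Ratios of positions were formed on each array and then averaged, with the SD between arrays. Sign-flip and label permutation tests of ratios used their log2, and the correlations with the amount used the ratios themselves. The positions named were fixed before the data were examined, along with the main tests and most alternatives. They are positions 1 and 15 (1, 11 and 35 on the expanded array), those with the highest and lowest mean, and the corners and sides of position 1. On the genome array, probes were to be named only if they had spots both at a block border and inside a block, which none had.

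Computation used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1. All tests were two-sided. Sign-flip and label permutation tests were exact, and correlations used 100000 permutations, or all of them below 10 arrays. limma was fitted to log2 intensities of the 9 arrays of the time series, once for the 15 positions and once for the 900 grid spots, with Benjamini-Hochberg adjustment and a threshold of 0.05. In these fits the pooled spread had 90 degrees of freedom over positions, because positions of an array that move together count as independent. The exact tests and a fit with each position's own 6 degrees of freedom were therefore set beside it.

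The limma fit of the grid spots was tested on simulated data with 200 of 900 spots changed, in 25 runs per setting. With a log2 change of 1 it recovered 99.5% of the changed spots. It recovered 92.5% when each array also shifted as a whole at random, with the SD between the 18 h arrays (log2 0.178). With a log2 change of 0.5 it recovered 39.9% and 18.7%. The mean share of unchanged spots called was at most 1.79%, although 1 run with array shifts passed 10%. The simulation held no shift shared by all arrays of a time. The measured arrays of 65 h and 140 h all had a median signal above those of 18 h, so this share does not cover their counts. The 378 pairs of simplified arrays were checked for repeated data, and 0 pairs held identical values.

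The median signal over local background of an array ranged from 7.64 to 40.6 on the simplified arrays, from 6.27 to 9.79 on the expanded arrays and was 5.61 on the genome array. The number of arrays limits the precision. The simplified arrays lie on 17 slides and were scanned on 6 days, and no condition of the amount series above 600 ng, of the time series or of Cy5 shared its scan day with 300 ng of Cy3 at 18 h.

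In all, 408 alternatives were computed for 23 results. They cover background, quality marks, saturation, averaging, corners, linear gradients, normalization, replicates left out, the replicate block, the arrays in the fit and the test. Of these, 44 were chosen after the data were seen, on the rows of an array, the scan day, the slide, the laser power, the pooled spread and the random sets of probes. The images were not used here.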

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

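The tests weighing the low rows of the expanded array were chosen only after that pattern had been seen. On 2 of 8 measures of the 5 expanded arrays, 1 array stood apart from the other 4, where chance sets apart about 1 in 20 such groups. The low band of rows began at 20970 µm along the slide on replicate 4 and between 20300 and 20460 µm on the others. The share of position 1 spots with a negative quality mark was 42.5% on replicate 3 and 7.14 to 16.4% on the others.

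The inner/outer ratio passed 0.05 between groups in 2 of the comparisons screened. Those of dye and of time set 3 arrays against 3, where the exact permutation p cannot go below 0.1, so they could not be flagged. Among them, the log2 ratio at 140 h was 0.53 above that at 18 h. At 1800 and 4500 ng, a split taken from Fig. 6A, the log2 ratio was 0.61 higher than at 75 to 600 ng (exact permutation p = 5.39e-05, higher in 6 of 6 arrays). It was 0.63 higher on the expanded than on the simplified array (exact permutation p = 0.0179, higher in 5 of 5 arrays). The latter no longer passed 0.05 without any 1 of expanded replicates 1 to 4 (0.56 to 0.63, exact permutation p = 0.0571 each). Nor did it along the columns within the low band (0.49, exact permutation p = 0.0536), where the simplified arrays were measured by column in rows 6 to 25. Scan day differed with the group in both flagged comparisons.

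On the expanded array, signal fell from position 11 to the center, where it fell by 0.45 on the log2 scale in the mean. Along the columns within the low band, the share of this fall was between -0.377 and 0.162 on replicates 1 to 4. On these arrays this argues against a slower supply of target to the center as the main source of the fall. On replicate 5 the share was 0.469, and column position 35 had 0.774 times the signal of column position 11 and 0.645 times that of column position 1. A slower supply stays open there. A change of the scanner's sensitivity along the slide is argued against too, as the local background stepped with the spots by at most 0.0267 of their step. A band of rows printed with less probe stays open as a candidate explanation, with band starts that varied over the slide by only 0.218 of the range of the first rows. All arrays carry 1 probe and 1 target, and no biological explanation was tested.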

How the results depend on the processing

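The alternatives on rows, scan day, slide, laser power, random sets of probes and each position's own spread were chosen only after the results were seen. Of 364 alternatives set earlier, 339 kept direction and side of the threshold, moved less than the spread or, for grid counts, stayed within 1.5-fold. With normexp aside, 14 of 23 results did so under every one, such as the ratio at 300 ng of Cy3 (0.546 to 0.579) and the rise of position 15 after 65 h (log2 0.43 to 0.64). For exact tests of 3 or 5 arrays against no difference, and of 3 arrays against 3, this speaks only to direction. The counts also hold settings that could change little. On the simplified arrays of 300 ng and on the competitive array, 0 of the spots kept were saturated, so leaving saturated spots out changed nothing. Keeping marked spots returned at most 6 of 900 spots there. Signal over background was lowest on the genome array (5.61) and the expanded arrays (6.27 to 9.79), and was 7.64 to 11.0 on those of 65 h and 140 h.

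normexp left 0.452 to 33.7% of the median signal of single-probe arrays, where every spot is bright and it takes signal for background, and 108% on the genome array. It gave a Cy5 minus Cy3 difference of 0.80, -0.40 and -1.70 at position 1 after 65 and 140 h, 265 and 312 changed grid spots, and competitive ratios of 1.32, 1.78 and 1.80. For the following settings the cause was not tested. Without background subtraction, position 1 after 140 h rose to 0.23 (limma adjusted p = 0.047), and competitive ratios were 2.86 and 2.89. With replicates left out, it ranged from 0.060 to 0.25, past the threshold without 18 h replicate 1, and the expanded minus simplified difference from 0.56 to 0.74, no longer past it without any of expanded replicates 1 to 4 (exact permutation p = 0.0571). Quantile normalization gave 116 and 258 changed grid spots and scaling to the median 238 and 239, mostly lower. Both remove shifts of whole arrays by construction. With marked spots kept, the expanded ratio was 1.05. With foreground medians the genome columns gave 1.18 and the block border 0.975, and with means the columns gave 1.21.

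Of the settings added, the laser power gave 0.16 and -0.040 at position 1 and 358 changed grid spots after 65 h. Rows 1 to 15 gave 0.36 at position 1 after 140 h. The first scan day alone gave a dose rho of 0.151. Columns within the band gave 0.935 for position 11. They gave 0.49 for the expanded minus simplified difference, with the simplified arrays measured by column in rows 6 to 25.

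Replicate letters did not pair the arrays, as 39 of 108 same-letter correlations exceeded 0.1. With the letter as a replicate block, the expanded minus simplified difference was 0.77 (exact permutation p = 0.25, the smallest for 3 pairs), and the other 11 results tried kept their side, with 602 and 629 changed grid spots.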

Differences from the paper's values

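A value is counted as differing from the paper's when one is more than 1.5 times the other and, except for p-values, they are further apart than the SD between arrays. For the competitive ratios, from 1 array, the SD was that between spots. By this rule, 3 of 21 values compared differ, all of them p-values of the time series. The 1.5-fold margin is too wide to judge the competitive ratios, which rose by at most 12.7% over the array. They were 2.46 at position 1 and at most 2.78, each lower than the paper's value. All 6 intensities of the time series are lower than those read by eye from Fig. 6B, by less than 1.5 times. The paper's methods name the t-test, over 3 replicates, and those here are from limma over 9 arrays.

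For position 1 between 18 and 65 h, the paper's p is 0.09 and the limma adjusted p is 0.0050. Among the alternatives set before the data were examined, only the normexp correction (0.0739, with the direction turned) does not differ. The other 19, which include the methods' t-test (p = 0.0303, for which the exact permutation p is 0.1), do. They range from 0.000188 to 0.0440.

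For position 1 between 18 and 140 h, the paper's p is 0.36 and the limma adjusted p is 0.228. The alternatives that do not differ are the methods' t-test (p = 0.356, for which the exact permutation p is 0.4), foreground medians (0.300), the replicate block (0.259), the fit of only the 2 times (0.310) and leaving out replicate 2 or 3 of 140 h (0.524, 0.326), replicate 2 of 18 h (0.366) or any replicate of 65 h (0.261 to 0.268). No background subtraction, normexp, marked spots kept, saturated spots left out, medians over spots, the linear gradient, corners left out and leaving out replicate 1 of 140 h or replicate 1 or 3 of 18 h do differ.

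For position 15 between 18 and 65 h, the paper's p is 0.002 and the limma adjusted p is 7.1e-05. Leaving out replicate 2 of 18 h (0.00179) or replicate 2 of 65 h (0.00159) does not differ. The other 19 alternatives do, the methods' t-test among them (p = 0.00663, for which the exact permutation p is 0.1).

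The paper calls the rise at position 1 between 18 and 65 h not significant. Here it passes the threshold of 0.05 in limma and in the methods' t-test, at a log2 difference of 0.35, and does not when signals are divided by the recorded laser power (limma adjusted p = 0.175), a setting chosen after seeing the values. The exact permutation test cannot reach 0.05.

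The paper describes higher signal along the borders of blocks of the genome array. Here the border ratio was 0.942, and it was below 1 under every alternative tried, up to 0.975 with foreground medians. It lay inside the range of random sets drawn by probe (0.930 to 1.07), a setting chosen after seeing the values, so the difference from 1 is not beyond that between probes. The paper also describes higher signal at the boundary of the whole spotted area. Here block column 4 had a higher median than the inner columns (928.5), column 1 had 735, and block row 1 had the lowest of all rows (395).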

Other observations

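The tests of the print run, of a gradual gradient, of the array batch and of an offset at an unchanged scale were chosen only after the results were seen.

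On the genome array, the same probes printed in different fields can be compared across the slide. The 495 probes of block row 1 had a median signal 0.501 times that of their copies in block row 5, and 1.41% of them were higher in row 1. The 511 probes of block row 12 had 0.874 times the signal of their copies in row 8, with 27.2% higher in row 12. Against row 4 the edge row was not lower. The copies in row 4 had 0.974 times the signal of those in row 12, with 46.4% higher in row 4. The median of 96 spots named Cont was 40.5, against 63.55 for the 95th percentile of 588 empty spots. All 588 empty spots and 0 of the 96 carry a negative quality mark, so the empty spots in this comparison are among the spots left out of the main values.

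Over the 29 profiles of the 28 simplified arrays, of which 1 has both channels, 113 of 116 sides had a mean above position 15. The left side was the highest on 13 profiles, the top on 9, the bottom on 5 and the right on 2. The highest side exceeded the lowest by up to 2.89-fold, on 1 Cy5 array.

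On the 12 simplified arrays of the later scan days (1800 ng, Cy5, 65 h and 140 h), rows 16 to 30 were lower than rows 1 to 15. The mean of rows 1 to 15 was 1.07 to 1.50 times that of rows 16 to 30. On the 15 arrays of the first 2 scan days this ratio was 0.734 to 1.28, and above 1 on 10 of them. The direction alone therefore does not set the later arrays apart. The largest drop between neighboring rows lay between rows 15 and 16 on 11 of the 12, with a drop there of 1.19 to 1.59-fold over the 12, on 0 of 15 arrays of the first 2 scan days, and on the competitive array, the last of the simplified arrays scanned, where it was only 1.08-fold. A gradual gradient is argued against by a drop 4.79 times the usual step between rows, and a change of the scanner's sensitivity by a median step of the local background of 0 times that of the spots. A print run in which the lower rows carry less probe is a candidate explanation, with the 11 arrays spread over amounts, dyes and times. No biological explanation was tested.

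The inner/outer ratio was closer to 1 at 65 and 140 h than at 18 h. In rows 1 to 15 alone the lowest ratio at 140 h stayed 0.192 above the highest at 18 h. This argues against the signal of the lower rows themselves as the cause at 140 h. At 65 h the margin of 0.0229 was within the spread and leaves that open. In these rows position 15 holds only spots of row 15, next to the drop, so an effect of the drop on that row is not excluded. A background offset left in the signal may account for the ratios as far as its size goes, since the offset needed was as low as 0.241 of the 1st percentile of the spots at 65 h and 0.841 at 140 h (up to 0.976), but an offset at an unchanged scale would keep the outer minus inner difference, which was 4038 at 18 h, 4364 at 65 h and 1979 at 140 h, the last below every 18 h array. Another array batch cannot be told apart from time, because no Cy3 array of 18 h and 300 ng shares the later batch, although the Cy5 arrays of 18 h on a later day had ratios of at most 0.548. The hybridization time itself stays open beside these.

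For the grid spots changed with time, the other splits of the 6 arrays into 3 and 3 called at most 0 spots, against 605 for 65 h and 629 for 140 h. In each comparison only 1 of the 10 splits, the real one, called as many, and 10 splits are too few for a share under 0.05.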
